A study of Mus musculus with 6 samples. Its data were reported in "A transcriptomic study of Williams-Beuren syndrome associated genes in mouse embryonic stem cells" (2019).

How the data were processed

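The series holds 6 Affymetrix whole-genome mouse arrays of total RNA from mouse embryonic stem cells. The cells were 3 clones (A1, B3 and C6) in which the human GTF2I coding sequence had been placed at the Rosa26 locus under a promoter that tetracycline keeps off. Each clone was hybridized once with tetracycline present (uninduced, 0 h without tetracycline) and once 24 h after tetracycline was removed (induced), which gave 3 arrays per group. The group and the clone of each array were taken from the sample titles. The titles and the series name GTF2I as the transgene, whereas a characteristics field of the same samples names GTF2IRD2, and the titles were followed.

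The deposited values were log2 probe-set summaries that the authors made by robust multiarray averaging (RMA) of the scanned intensities, per the labels and the methods. The submitters' processing notes name affy and RMA without versions. The deposited log2 values were used as they stood, with no further background correction or normalization. They held 45101 probe sets, of which 64 were Affymetrix controls and were left out of the tests. Of the 45037 probe sets tested, 34945 had 1 gene symbol in the platform annotation, 932 had several and 9160 had none listed here. No gene was named from a probe set with several symbols. The gene numbers of 34741 probe sets with 1 symbol were found in a RefSeq table of assembly GRCm38.p6, which was used for names and for genomic length. Where a gene had several probe sets, the one with the highest mean over the 6 arrays represented it, which gave 18193 genes.

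Induced and uninduced arrays were compared per probe set with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all probe sets tested and a threshold of 0.05. This took the place of the per-gene t-test named in the methods, because each group had 3 arrays; the methods' t-test was run on the same values as an alternative. On data simulated for this comparison over 45037 probe sets, limma recovered 12% of 50 changes of 0.5 on the log2 scale, 90% of 50 changes of 1 and 100% of 50 changes of 2, with 17 false calls in all. A total of 27 gene lists, fixed before the data were examined, were tested with camera at a preset inter-gene correlation of 0.01. Their percentiles came from 10000 random lists of the same size matched on mean value in 20 bins. The number of arrays limits the precision: among the 17168 probe sets with a mean of at least 6, the median distance from an estimate to the end of its 95% interval was 0.32 on the log2 scale.

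The same clones stood in both groups, so the numbers pair the samples. As a check, the deviations of the 2 arrays of a clone from their group means correlated at r = 0.19 for A1, 0.53 for B3 and 0.31 for C6 across probe sets. The fit without the clone was the main one because the methods name no pairing, and the fit with the clone as a replicate block was made beside it. The labels call the arrays biological replicates and name 1 clone for each. Array-wide correlations lay between 0.991 and 0.996, and no array duplicated another.

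The genes named were chosen by a rule set before the data were examined. The rule took every Gtf2i probe set with Gtf2ird1, Gtf2ird2 and Eif4h, then the called genes with the largest changes. Where fewer than 10 genes per direction were called, it took the genes with the smallest p that had a mean of at least 6 and moved the same way in all 3 clones. It also took up to 4 members of each list with the smallest p. Further genes were picked from the clone comparison after their values were seen, and are said to have been.

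After the data were seen, the induced minus uninduced difference of each clone was set against those of the other 2 clones with limma, and the lists were tested on the same contrast with camera. On differences simulated over 45037 probe sets with 1 clone opposite, this test recovered 68% of 50 differences of 0.5 in each direction and 100% of 50 differences of 1. It made 20 false calls beside 134 true ones, and it recovered 0% when a clone that was not opposite was tested, with the opposite clone in the arm of comparison. Alternatives covered the replicate block, the test, the variance model, array weights, normalization, filters on dim probe sets, 1 probe set per gene, the threshold, and leaving out each array or clone. In the comparison of alternatives a gene was counted as reversed only if its sign changed while either value was past the threshold or its unadjusted p was under 0.05 in the comparison without the block. GC content was not analysed here.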

Results

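RNA levels were measured on 6 arrays from 3 mouse embryonic stem cell clones that carry human GTF2I behind a tetracycline-repressed promoter. GTF2I encodes TFII-I, a transcription factor whose gene lies in the region deleted in Williams-Beuren syndrome. Each clone gave 1 uninduced array and 1 array after 24 h without tetracycline. The array medians lay between 5.06 and 5.11 on the log2 scale. The comparison asks which endogenous genes respond when TFII-I is raised.

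The mouse Gtf2i gene was measured by 4 probe sets. The brightest averaged 10.67 ± 0.36 (SD, n = 3) in uninduced and 10.68 ± 0.19 (SD, n = 3) in induced arrays, a log2 difference of 0.01 (95% interval -0.43 to 0.45). The other probe sets of Gtf2i differed by -0.30, -0.42 and -0.27, and none passed the limma test. Without clone A1 and with the clone as a replicate block, a setting chosen after the data were seen, the last of these was lower by -0.52 (limma, adjusted p = 0.045); its differences were 0.23 in A1, -0.48 in B3 and -0.56 in C6. The probe sets at -0.30 and -0.42 were lower in all 3 clones, by -0.06, -0.68 and -0.15 and by -0.01, -0.88 and -0.37. The transgene is a human coding sequence without untranslated regions, and the probe sets were not placed against it here, so these values were not taken as a check of the induction or of the labels. Its relatives Gtf2ird1 and Gtf2ird2 differed by -0.20 ± 0.18 (SE, n = 3 per group) and 0.00 ± 0.12, and Eif4h, another gene of the Williams-Beuren region, by 0.01 ± 0.12, with 3 of its other 5 probe sets the other way, none past the threshold. Gtf2ird1 differed by 0.27 in A1, -0.26 in B3 and -0.63 in C6, and Gtf2ird2 by -0.19, 0.14 and 0.05.

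**Figure D1:**
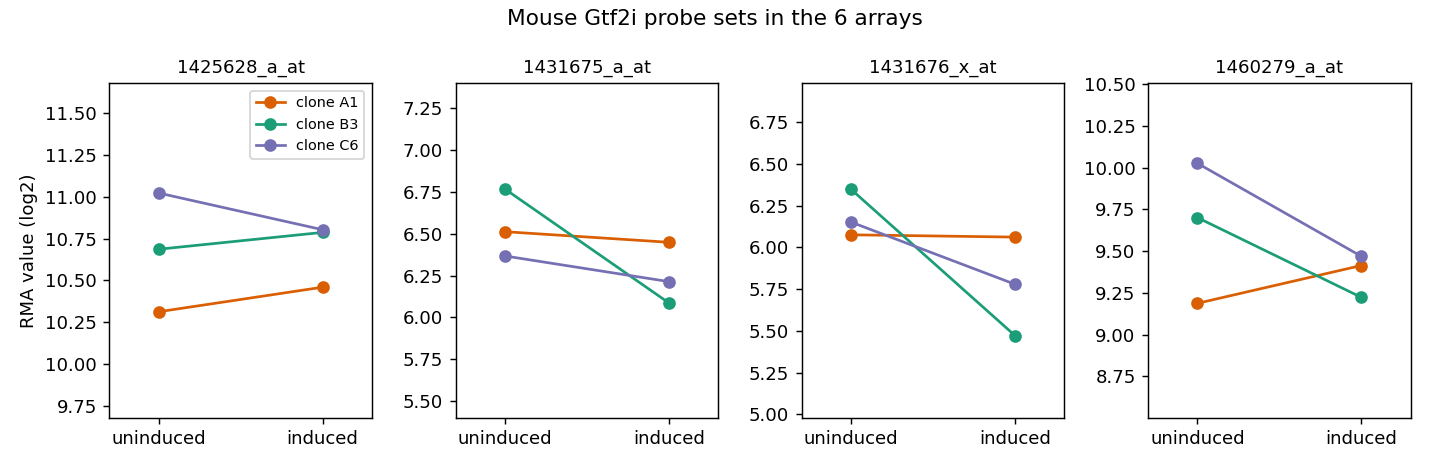
RMA values (log2) of the 4 mouse Gtf2i probe sets, with 1 point per array and a line joining the uninduced and induced array of each clone. The brightest probe set averaged 10.67 in uninduced and 10.68 in induced arrays.

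Pou5f1, the gene of the pluripotency factor Oct4, stood at 13.01 ± 0.06 (SD, n = 3) in uninduced and 12.88 ± 0.23 in induced arrays (differences of 0.18 in A1, -0.39 in B3 and -0.18 in C6), and Nanog and Sox2 differed by -0.03 and -0.00, none past the threshold. The 1 list past the threshold of camera held the amino acid response genes under the transcription factor ATF4, with a median log2 difference of -0.12 and 19 of 21 measured genes lower in the mean of the clones, although 9 of the 21 were higher in A1. The list did not pass with an estimated correlation (adjusted p = 0.993) or with fry (adjusted p = 0.995). No single gene passed the test. Of the 45037 probe sets, 0 passed an adjusted p of 0.05 in limma (smallest adjusted p = 1.00), 436 had an unadjusted p under 0.05 where 2252 were expected by chance, and the methods' t-test also gave 0 after adjustment. The largest log2 differences were 0.91 and -0.91. With the clone as a replicate block limma likewise called 0. Without clone A1 the same blocked fit called 981, 392 higher and 589 lower, a setting chosen after the data were seen. The planned limma fit without A1 and without the block called 0 (smallest adjusted p = 0.0536). Without B3 or C6 the blocked fit called 0, where the clone left beside A1 ran opposite to it.

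Among genes with a mean of at least 6 that moved the same way in all 3 clones, those with the smallest p differed by 0.19 to 0.32 upward and by -0.19 to -0.26 downward, and none passed. On the higher side were Dido1 (0.26 ± 0.09, SE, n = 3 per group), a chromatin protein, Tnk2 (0.25 ± 0.10), a tyrosine kinase, and Zfp942 (0.32 ± 0.13) and Zfp46 (0.23 ± 0.11), zinc finger genes. Also higher were Cyp2c29 (0.25), Ero1b (0.20), an oxidase of the endoplasmic reticulum, Pomc (0.21), a hormone precursor, Rbfox3 (0.19), a neuronal splicing factor, Scoc (0.22) and Mdn1 (0.24), a ribosome assembly ATPase. Every other probe set of Tnk2, Zfp942, Zfp46, Rbfox3, Scoc and Mdn1 went the other way, as did 2 of the 4 others of Dido1. On the lower side were Ankrd2 (-0.23 ± 0.09), Fzd9 (-0.26 ± 0.12), a Wnt receptor of the Williams-Beuren region, Prss41 (-0.25), Cyfip2 (-0.21), an actin regulator, and Dhrsx (-0.22). Cd3eap (-0.20), a subunit of RNA polymerase I, Capn5 (-0.20), a calpain protease, Samhd1 (-0.20), a nucleotide hydrolase, Mpp2 (-0.21) and Abca2 (-0.19) completed them. The only other probe set of Prss41 and 1 of the 2 others of Cyfip2 went the other way.

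The ATF4 amino acid response list was lower in induced arrays by camera at the preset correlation of 0.01 (adjusted p = 0.000655). It did not pass with the estimated correlation, which was 0.178 (adjusted p = 0.993), or with fry (adjusted p = 0.995). Of its members 0 passed singly, adjusted over the list alone or over all probe sets, 5 were lower in all 3 clones and 11 moved in A1 against both other clones. Chac1, which breaks down glutathione, differed by -0.44 and Nupr1, a stress-induced chromatin protein, by -0.42. Both were lower in all 3 clones, as were Atf4 itself (-0.15), Asns (-0.04) and Atf3 (-0.10). In A1, B3 and C6, Chac1 differed by -0.66, -0.14 and -0.51, and Nupr1 by -0.79, -0.24 and -0.22. Atf4 differed by -0.14, -0.16 and -0.14, Asns by -0.11, -0.02 and -0.005, and Atf3 by -0.29, -0.01 and -0.003. Slc7a5, an amino acid transporter (-0.38), Atf5 (-0.34), Aldh18a1, of proline synthesis (-0.28), and Cebpb (-0.25) were lower in B3 and C6 and higher in A1. Atf5 passed in the blocked fit without A1, a setting chosen after the data were seen (-0.73, adjusted p = 0.0243). The median of the list was -0.05 in A1, -0.08 in B3 and -0.22 in C6, at the 18.9, 2.85 and 0.11 percentiles of matched random lists. The call was lost without the uninduced array of A1 (adjusted p = 0.481), without the induced array of B3 (adjusted p = 0.381) and without both arrays of C6 (adjusted p = 0.141, against 0.0118 with the remaining clones as a replicate block). With C6 left out, camera with an estimated correlation gave an adjusted p of 0.939. The block and the estimated correlation without C6 were settings chosen after the data were seen. Induction was tetracycline removal, so a difference cannot be assigned to the transgene rather than to the removal.

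**Figure D2:**
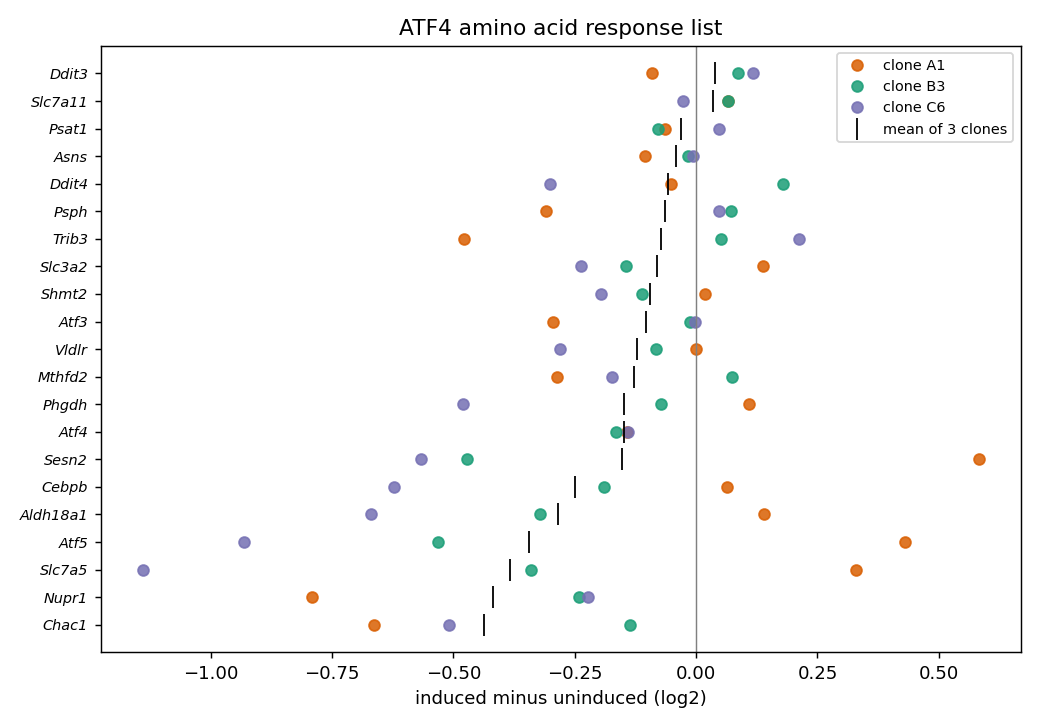
Induced minus uninduced log2 difference of the 21 measured genes of the ATF4 amino acid response list, with 1 point per clone and a bar at the mean of the 3 clones. The mean lies below 0 for 19 genes, while the clones scatter widely around it for Slc7a5, Atf5 and Sesn2.

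None of the other 26 lists passed, with adjusted p from 0.811 to 0.991. Of 25 naive pluripotency genes, 9 were higher and 16 lower in induced arrays (median -0.02), with the nuclear receptor Nr0b1 at -0.18. The Krüppel-like factors Klf5 and Klf2 differed by -0.33 and -0.28 in the mean of clones that ran opposite: 0.56 in A1, -0.70 in B3 and -0.84 in C6 for Klf5, and 0.51, -0.41 and -0.93 for Klf2. In the blocked fit without A1, chosen after the data were seen, both were lower (-0.77, adjusted p = 0.0124, and -0.67, adjusted p = 0.043). Another probe set of Klf5 went the other way. The 15 primed epiblast genes split into 7 higher and 8 lower, with Wnt8a at -0.24, Fgf15 at 0.17, and Cldn6 at -0.16. For the 7 measured genes of the 2-cell-like state the median was -0.07, with Zfp352 at -0.16.

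None of the lists of embryonic lineage genes differed detectably. Medians were -0.02 for 20 neural ectoderm genes (Zic1 -0.20, Nes -0.16), -0.00 for 15 neural crest genes (Id2 0.24, Id3 0.24) and 0.03 for 19 neuronal genes (Syt1 0.21, Syn1 -0.33). Syn1 differed by 0.20 in A1, -0.60 in B3 and -0.59 in C6. It was lower in the blocked fit without A1, the clone that ran opposite, a setting chosen after the data were seen (-0.59, adjusted p = 0.0278). The medians were -0.03 for 19 mesoderm and primitive streak genes (Snai1 -0.26, Gsc -0.17), -0.00 for 19 endoderm genes (Sox17 -0.18, Cxcr4 -0.16) and -0.01 for 15 trophectoderm genes (Hand1 -0.14, Ascl2 0.08). Snai1 differed by 0.39 in A1, -0.12 in B3 and -1.04 in C6, whereas Gsc was lower in all 3 clones. Imprinted genes had 13 of 20 members higher (median 0.03), with Kcnq1ot1 at 0.24 and Peg10 at -0.60 ± 0.40 (SE), the mean of 0.76, -0.74 and -1.81 in A1, B3 and C6 (in the same blocked fit without A1 -1.28, adjusted p = 0.0205). Fibroblast and feeder cell markers had a median of 0.00 over 16 genes, with Tagln at -0.35 and Col3a1 at 0.19, and extracellular matrix genes one of -0.04 over 14, with Fbln1 at -0.27. Fbln1 differed by 0.21 in A1, -0.40 in B3 and -0.62 in C6. At least 1 other probe set of Syt1 and Kcnq1ot1 went the other way, as did the only other one of Col3a1. Some of the genes named here were dim. Gsc, Zic1, Cxcr4 and Col3a1 had means of 3.44, 2.90, 3.31 and 2.58, below the lower quartile of every array (3.66 to 3.73).

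Genes tied to TFII-I and to the Williams-Beuren region did not pass as groups. The 12 measured genes reported elsewhere as TFII-I targets had a median of -0.02. Gsc, lower in all 3 clones, was at -0.17, but its mean of 3.44 lay below the lower quartile of every array. Hspa5, an endoplasmic reticulum chaperone, was at 0.07, Ezh2, a histone methyltransferase, at -0.09 and Nsd1 at 0.06. The 26 measured genes of the Williams-Beuren region had a median of 0.00, with Mettl27 at -0.22 (0.10 in A1, -0.19 in B3 and -0.56 in C6), Ncf1 at 0.20 and Stx1a, of synaptic vesicle fusion, at 0.15. The mean of this list and its camera direction were below 0. At least 1 other probe set of Hspa5, Nsd1 and Ncf1 went the other way, as did the only other one of Stx1a.

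Signalling genes likewise did not pass. Immediate early genes had 14 of 20 members lower (median -0.06), with Junb at -0.27 and the ERK pathway genes Etv5 and Spry4 at -0.18 and -0.21, while Spred1 was at 0.17 with 6 of its other 7 probe sets the other way, as was another of Spry4. Junb differed by 0.24 in A1, -0.41 in B3 and -0.62 in C6. Etv5 and Spry4 were likewise higher in A1 and lower in B3 and C6, and Spred1 the reverse. Wnt targets had 9 of 13 lower (median -0.03), with Lgr5 at -0.14, its other probe set the other way. Notum, also among them, was at -0.26, the mean of 0.29 in A1, -0.33 in B3 and -0.73 in C6. Nodal and BMP genes had 11 of 17 higher (median 0.02). Acvr2b, a receptor among the last, was at -0.25, the mean of 0.85 in A1, -0.52 in B3 and -1.07 in C6, with another probe set the other way. In p53 targets the median was -0.03 over 18 genes, with Bbc3, which promotes apoptosis, at -0.31 (0.47, -0.39 and -0.998 in A1, B3 and C6) and Sesn2 at -0.15 (0.58, -0.47 and -0.57). The blocked fit without A1, chosen after the data were seen, left out the clone that ran opposite for these genes. That fit called Acvr2b (-0.80, adjusted p = 0.0271), Bbc3 (-0.70, adjusted p = 0.0473) and Sesn2 (-0.52, adjusted p = 0.045) lower.

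Cell cycle and metabolic genes did not pass either. The medians were -0.00 for 22 genes of G1/S (Ccnd2 0.17, Cdkn1b -0.27) and -0.04 for 19 of G2/M (Plk1 -0.19, Mki67 0.10). Cdkn1b differed by 0.67 in A1, -0.71 in B3 and -0.77 in C6. It was lower in the blocked fit without A1, chosen after the data were seen (-0.74, adjusted p = 0.0136). Its only other probe set went the other way, as did another of Ccnd2. For cholesterol biosynthesis the median was -0.03 over 16 genes, with Dhcr7, an enzyme of its late steps, at -0.38 and Insig1 at 0.08. Dhcr7 differed by 0.08 in A1, -0.36 in B3 and -0.86 in C6. Oxidative phosphorylation (23 genes) and mitochondrial translation (22 genes) each had a median of 0.01, with Ndufs1 at -0.12 and Lars2 at -0.20. The heat shock list had a median of -0.03 over 15 genes (Fkbp4 -0.15, Hspa1b 0.25) and the unfolded protein response one of 0.01 over 18 (Xbp1 0.14), where another probe set of Fkbp4 and of Xbp1 went the other way. Hypoxia and glycolysis had a median of 0.01 over 22 genes, with Hk2 at 0.09 and Pfkl at -0.29, the mean of 0.65 in A1, -0.40 in B3 and -1.11 in C6 (without A1 and with the block -0.76, adjusted p = 0.0462). Without both arrays of C6 the hypoxia list passed upward (median 0.10, adjusted p = 0.0017), and likewise without the uninduced array of C6 (median 0.11, adjusted p = 0.00164). Neither passed with an estimated correlation (adjusted p = 0.939 and 0.841), a setting chosen after the data were seen. For the cell cycle G1/S, neural crest, imprinted gene, mitochondrial translation and fibroblast lists, and for hypoxia and trophectoderm, the median, mean and camera direction did not all share a sign.

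By their labels, the 3 clones did not move alike between uninduced and induced arrays. In clone A1 the transcripts of Zfp57, which protects imprints, and of Polr2a, the largest subunit of RNA polymerase II, were higher in the induced array by 1.91 and 1.65 on the log2 scale; in B3 they differed by -1.60 and -1.21 and in C6 by -2.37 and -1.74. Smc4, a condensin subunit, and Evi5 differed by -1.58 and -1.51 in A1, by 1.50 and 1.41 in B3 and by 1.49 and 1.45 in C6. These genes were picked after their values were seen. Across the 17168 probe sets with a mean of at least 6, the differences of A1 correlated with those of B3 at r = -0.64 and with those of C6 at r = -0.76, and those of B3 and C6 at r = 0.67. Over all 45037 probe sets the values were -0.39, -0.48 and 0.46. These are correlations across genes, which are not independent replicates. Of the 17168, 10355 (60.3%) moved in A1 against both other clones, 2114 did so in B3 and 2657 in C6, and 2042 (11.9%) moved the same way in all 3. Of the 279 that moved by at least 0.5 in every clone, 278 moved in A1 against both others and 0 moved the same way in all 3.

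**Figure D3:**
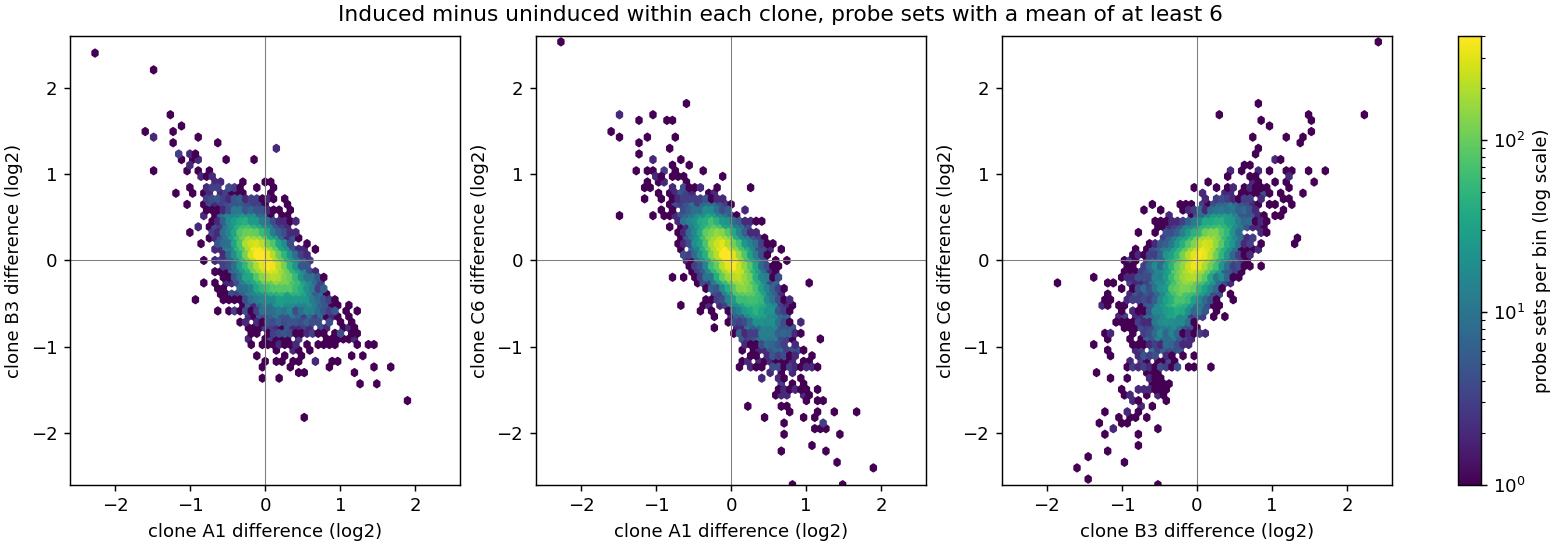
Induced minus uninduced log2 difference of one clone against another, for 17168 probe sets with a mean of at least 6, coloured by the number of probe sets per bin on a log scale. A1 runs against B3 (r = -0.64) and C6 (r = -0.76), and B3 runs with C6 (r = 0.67), where all 45037 probe sets gave -0.39, -0.48 and 0.46; 1 probe set lies beyond the axes.

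**Figure D4:**
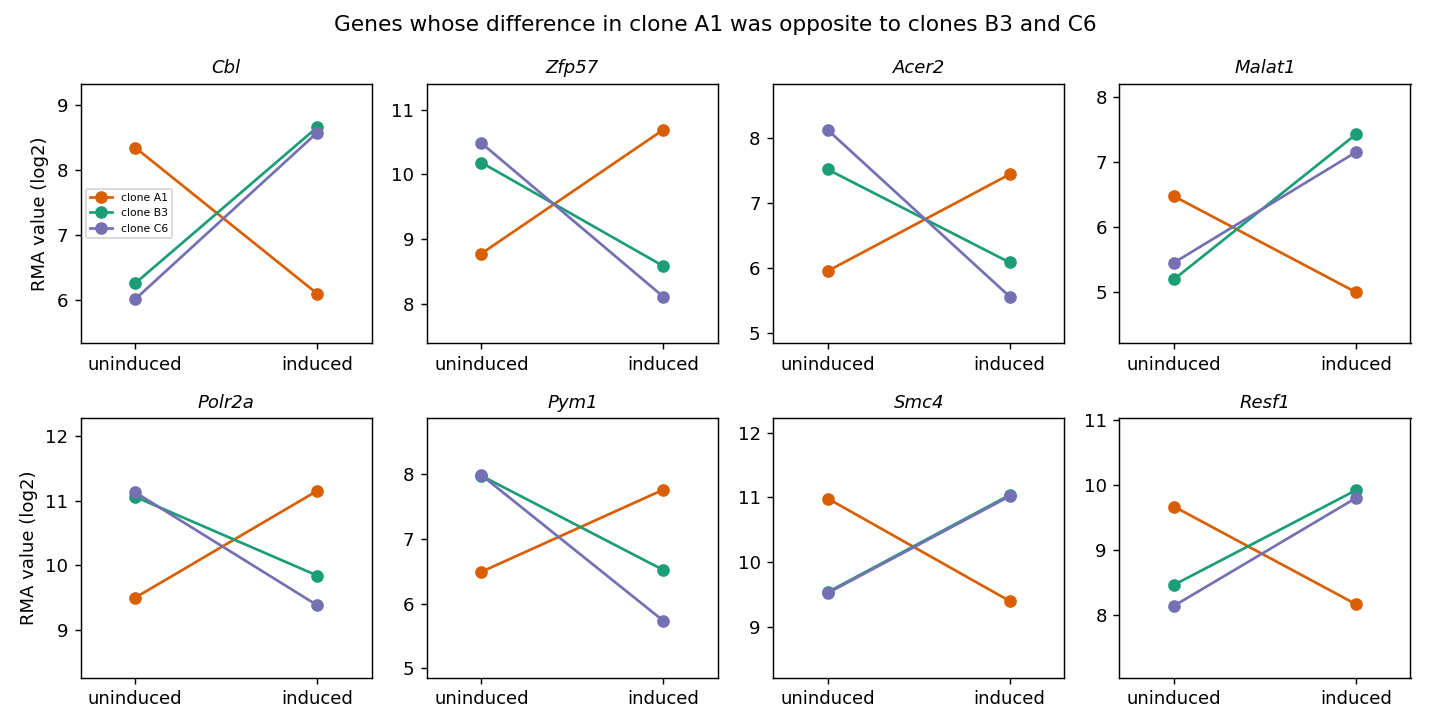
RMA values (log2) of 8 genes with a mean of at least 6, chosen after their values were seen as the ones with the largest opposite movement, with 1 point per array and a line joining the arrays of a clone. The uninduced array of A1 lies near the induced arrays of B3 and C6, and the induced array of A1 near their uninduced arrays.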

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

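All tests in this part were chosen after the opposite movement of clone A1 had been seen, except that the tests on gene length and on probe sets of the same gene were written down before their values were computed, though genes already seen prompted them. A difference between clones under the same contrast was tested with limma for each clone against the other 2. Each such test sets 1 difference against 2, so the spread comes from the other 2 clones and from the pooling across probe sets, and the lone clone is assumed to vary like them. The difference in A1 departed from the others at 1219 probe sets past the threshold, 769 higher and 450 lower in A1. The count depended on the probe sets tested: it was 2355 with a mean of at least 6 and 458 with 1 probe set per gene. The tests of B3 and of C6 each gave 0, which is no contrast, since they hold A1 in the arm of comparison and such a test recovered 0% in simulated differences. Among the 1219 for A1 were Cbl (-2.25 in A1, 2.41 in B3 and 2.57 in C6), a ubiquitin ligase, Acer2 (1.49, -1.44 and -2.57), a ceramidase, and the long noncoding RNA Malat1 (-1.48, 2.24 and 1.70). Raver1, Sf3a2 and Pym1, which act in RNA processing, were higher in the induced array of A1 by 1.26, 1.22 and 1.27 and differed by -1.12, -1.28 and -1.45 in B3.

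The hypoxia and glycolysis list had medians of 0.09 in A1, 0.16 in B3 and -0.13 in C6. Camera on C6 against the other 2 clones gave an adjusted p of 0.000157 (lower in C6), and 0.996 with an estimated correlation. This test cannot decide whether C6 differs, since its arm is 1 difference and the other arm holds A1. The simulation of this contrast covered single probe sets and no lists. No conclusion was drawn from the camera value.

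A candidate explanation of the A1 pattern is that its 2 arrays carry each other's labels: with the sign of the A1 difference exchanged, the paired fit called 1849 probe sets. Any change that ran opposite in A1 gives the same value, so an exchange and a culture or processing difference cannot be told apart, and the study's RT-PCR of transgene induction in the clones, not used here, would not show an exchange made after it. RNA degradation is argued against by control genes, since 0 of 4 had a 3' minus 5' difference that moved in A1 against both others, and gene length as the whole cause by Spearman's rho of -0.10 in A1, 0.11 in B3 and 0.0819 in C6, where at least 0.2 in size was required. The poly-A controls on the arrays differed by 0.03 in A1, 0.47 in B3 and 0.29 in C6. The hybridization controls differed by -0.26, 0.17 and -0.12. By sign, neither moved in A1 against both others. By size, the poly-A controls rose less in A1 than in B3 and C6, so they do not argue against a processing difference. Effects on single probe sets stay open in part. The contrast correlated at r = 0.308 between 2 probe sets of a gene, against 0.676 to 0.77 for differences between clones. Over all 3936 such genes the 2 probe sets shared a sign in 60.6%, against 71.3% to 74.6% for differences between clones. Of 131 genes with a contrast of at least 1 in the first probe set, the second had the same sign in 80.9% (median 0.58 against 1.21). The labels were kept, and no biological explanation, such as a different response or culture state of clone A1, was tested.

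For the comparison of induced with uninduced arrays, the real split called 0 probe sets, so all 10 splits of the 6 arrays necessarily gave as many and their count decides nothing; they would also be too few for a share under 0.05. The highest of the other splits called 37. That split, the one that puts the induced array of A1 with the uninduced arrays of B3 and C6, points to a structure of the samples, and it parts every clone's pair as the real split does. The other 2 splits that part every pair called 0. The same holds for the 4 sign patterns of the paired differences, where the real one called 0, all 4 necessarily gave as many and the highest other called 1849.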

How the results depend on the processing

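The fit that left out a clone and blocked on the others, and all settings of the clone tests, were chosen after seeing the data. So was camera with an estimated correlation after leaving out C6 or its uninduced array. With the clone as a replicate block the count of probe sets past an adjusted p of 0.05 was 0 and the ATF4 list kept its call, which an estimated correlation lost. On all 3 clones the block changed no other call. Without C6 the ATF4 list had an adjusted p of 0.0118 blocked, 0.141 unblocked and 0.939 with an estimated correlation. Leaving out any array or clone without the block gave 0, as did the other alternatives, except for 867 probe sets at an unadjusted p of 0.05 in the methods' t-test and 981 in the blocked fit without clone A1. Of 128 named probe sets, 12 passed in that fit, all lower: a Gtf2i probe set (-0.52, adjusted p = 0.045), Klf5, Klf2, Peg10, Mirg, Atf5, Sesn2, Bbc3, Acvr2b, Syn1, Pfkl and Cdkn1b, and 0 passed elsewhere. The sign turned in 90 of 2769 values, none of them called. The number of lists past the threshold ranged from 0 to 2 over left-out arrays and clones. It was 0 with an estimated correlation, on all arrays and after leaving out C6 or its uninduced array, 0 with directional fry and 0 with mixed fry, and 2 in the blocked fit without C6. The ATF4 median ranged from -0.24 (without the uninduced array of B3) to -0.0605 (without C6, replicate 3) over left-out arrays and clones. Its call was lost with both fry tests and with an estimated correlation, at the same median of -0.12 on all arrays. The estimated correlation also lost it at -0.0877 without the uninduced array of C6. On all arrays the estimated correlation of the list was 0.178, against the preset 0.01. How much of the loss this larger correlation accounts for was not tested, nor was the cause of the loss with fry. The test of A1 against the other clones called 2355 probe sets with a mean of at least 6 and 458 with 1 probe set per gene, where fewer were tested. No named gene or list reversed. Signal over background limits dim genes: the 20 probe sets with the smallest p all had a mean under 6.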

Other observations

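The tests in this part were chosen after the data were seen, except camera on the ATF4 list, for which the estimated correlation was planned. No list passed as a whole in the test of A1 against the other clones (smallest adjusted p = 0.442). Single members passed for A1 when 1 probe set per gene was tested in a test with 1 difference in its arm and the spread from B3 and C6. Of the naive pluripotency genes, the transcription factor genes Klf2, Klf5 and Esrrb passed, with Esrrb at 0.51 in A1, -0.36 in B3 and -0.65 in C6 and Klf5 at 0.56, -0.70 and -0.84. Also past the threshold and higher in A1 than in the others were the immediate early genes Jun and Etv4, the G1/S genes Ccnd3, E2f1 and Cdkn1b (0.67, -0.71 and -0.77), a cyclin-dependent kinase inhibitor, and the imprinted genes Mirg and Peg10 (0.76, -0.74 and -1.81), with Foxd3, Sesn2, Atf5, Pfkl, Smad7, Acvr2b, Axin2 and Bag3. Lower in A1 were Klf6 (-0.61 in A1, 0.64 in B3 and 0.43 in C6), Peg3 (-0.50, 0.34 and 0.35), Tfap2c, Dnajc3 and Znrf3. At least 1 other probe set of Klf5, Cdkn1b, Acvr2b and Dnajc3 went the other way between induced and uninduced arrays, as did the 2 other probe sets of Tfap2c. Genes called in the test of A1 against the other 2 clones, with a mean of at least 6, were also compared by length. They were longer where lower in A1 (median 33.9 kb, 96 genes) than where higher (18.8 kb, 338 genes). Over these 434 genes Spearman's rho of length with the difference was -0.14 in A1, 0.21 in B3 and 0.17 in C6.

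Whole-array correlations of A1 with the other clones were ordered by the same arrangement, by small margins. The induced array of A1 correlated with the uninduced arrays of B3 and C6 at r = 0.994 and 0.995, and the uninduced array of A1 at 0.991 and 0.993. With the induced array of C6 the order turned: the uninduced array of A1 correlated at 0.994 and its induced array at 0.991. With the induced array of B3 the order was as with that of C6 but close, at 0.9925 for the uninduced array of A1 and 0.9921 for its induced array. Each array of A1 correlated best with the other array of its clone (r = 0.996).

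What lies behind the lower ATF4 list stays open. Whether it only follows the opposite movement of A1 was not decided by its median of -0.11 without the 11 members that moved in A1 against both others, since those members were set aside by the signs in question. Nor was chance decided by the 5 members lower in all 3 clones, a number that 0.71% of 10000 matched random lists reached. That share cannot decide, since the list was singled out from 27 for being low in these arrays. The number also counts signs alone, whatever the size of a difference. Of the 5, Asns differed by -0.02 in B3 and -0.005 in C6, and Atf3 by -0.01 and -0.003, while Atf4, Chac1 and Nupr1 moved further. A median as low as that of the list was reached by 0% of the random lists, but its call was lost with an estimated correlation. Removal of tetracycline itself may lower these genes, and it cannot be told apart from the transgene, since 0 arrays of cells without a transgene were in the series. An effect of TFII-I on this response was not tested apart from it.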
